A study of Mus musculus with 4 samples. Its data were reported in "The homing of exogenous hair follicle mesenchymal stem cells into hair follicle niches" (2023).

How the data were processed

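RNA was measured in cultured mouse dermal papilla cells (DPCs) and dermal sheath cells (DSCs), the mesenchymal cells of the hair bulb and of the sheath around the follicle. Both were grown out of vibrissa (whisker) follicles of EGFP-transgenic mice. Cells at passage 3 are called low passage and cells at passage 9 high passage. Each combination of cell type and passage was sequenced as 1 library, which gave 4 libraries without replicates. The study's methods describe poly-T selection of mRNA and paired-end Illumina sequencing, while the labels name a different library kit.

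The authors deposited a table of raw counts per gene for all libraries and a table of FPKM (fragments scaled by transcript length and by the mapped fragments of the library) for each library. The deposited counts are whole numbers that were not normalized, and the deposited FPKM values were normalized by the authors for transcript length and depth. The aligner, the counting program, their versions and the use of strand were not stated in the labels, the file headers or the study's methods. The tables use Ensembl mouse gene IDs with positions. Of 51826 IDs, 51633 were found in the GENCODE M21 annotation of genome build GRCm38, and 94.2% of these had an identical chromosome, start and end. The other 193 IDs kept the symbol and position of the deposited table. Each FPKM column was checked against the counts across 9720 genes. For this, each gene's log2 value in a library was taken as a difference from its mean in the other libraries. The Pearson correlation of these differences with those of its own library's counts lay between 0.964 and 0.982. That with any other library's counts was 0.187 or lower. The subtraction itself lowers values between libraries, so these are not correlations of whole profiles.

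Features of the counts bear on their precision. In low-passage DPCs, 1339 genes had 2 counts and 583 had 3, while 754 had 4 and 451 had 5, and the other libraries had the same excess of even counts. Such a pattern arises where both mates of a read pair are counted. The mitochondrial gene mt-Co3 and its nuclear copy Gm28437 had nearly equal counts in every library, with a share for mt-Co3 of 50.0% in each, so reads that match both copies appear to have been counted at each. Genes with near-identical copies and genes that overlap others are therefore uncertain.

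Counts were scaled with the TMM method in edgeR 4.0.16 (R 4.3.3, limma 3.58.1). Genes with a mean raw count of at least 10 over the 4 libraries were tested, which left 16734 genes. Fold changes were differences of log2 CPM with a prior count of 2. They are written on the log2 scale as passage 9 over passage 3, unless a cell type contrast is named. A gene was called changed at an absolute log2 fold change of 2 or more (4-fold), and changed with passage when it passed in both cell types with the same sign. The study's text gives the 4-fold threshold and not how the cell types were combined. Set beside this was the number expected if the calls of DPCs and DSCs fell independently. For named genes, a 95% interval was taken from the exact Clopper-Pearson interval of a library's share of the reads of 2 libraries. Such an interval compares 2 libraries, not 2 conditions. Intervals and floors cover counting error only. A count of 0 allows up to 3 counts, which corresponds to a floor of 0.0816 CPM in low-passage DPCs, 0.0837 in high-passage DPCs, 0.0792 in low-passage DSCs and 0.0659 in high-passage DSCs. Where 1 side of a comparison was at or under 3 counts, the fold is given as a lower bound. If both mates of each pair were counted, the floor is 6 counts instead, so that the lower bounds on folds printed here halve and the limits in CPM double. With halved counts, as counting of both mates would require, 64 of the 68 intervals of named genes and markers that excluded 0 still did so.

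An additive model with cell type and passage was fitted with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Its single residual degree of freedom comes from how far the responses of DPCs and DSCs differ, not from replicate cultures. DESeq2 1.42.0 gave the alternative test. For gene lists, the median log2 fold change was placed among the medians of 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. The lists were S phase, G2/M phase, origin licensing, FOXM1 and PLK1 targets, Wnt components, Wnt targets and inhibitors, translation initiation, Myc targets, ossification, senescence and secreted factors of senescence. Marker lists for keratinocytes, melanocytes, immune, endothelial, Schwann, skeletal muscle and fibroblast cells, the Y chromosome and Xist served to weigh other sources of reads. The Wnt target list holds Sfrp1 and Axin2 and the secreted list holds Mmp3, which the study picked from these libraries.

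The tests, thresholds, gene lists and most alternatives were fixed before the data were examined. Genes named in the report are those the study named, the receptors and markers it examined, and genes picked by a rule fixed at the same time. The rule takes the 5 largest rises and the 5 largest falls among genes changed in both cell types, ranked by the smaller of the absolute changes, and the 3 largest changes in opposite directions. The closing section also names single members of the fixed marker lists, and mitochondrial genes, nuclear copies, overlapping genes, ribosomal protein genes and the protocadherin gamma cluster, all chosen after their values were seen. Alternatives covered total counts, DESeq2 size factors and upper-quartile scaling, no filter or a mean raw count of at least 100, prior counts of 0.5 and 10, protein-coding genes alone, and the deposited FPKM with a pseudocount of 0.1. A correction for transcript length and GC content (loess, span 0.5), all alternatives for cell markers, and FPKM rules without a pseudocount were added after seeing the data. For genes that moved in opposite directions, counts were simulated 1000 times as Poisson read pairs, with the smaller of each pair of opposite changes set to 0, which was also added after seeing the data. The test of glial markers in the closing section was added then as well. It first used 4 markers, all of them lower in both cell types, and was then widened to all 6 tested markers of the list, with its reading changed to undecided. In particular, 20 FPKM rules in both cell types, 24 rules that pool the cell types and 6 kinds of correlation on FPKM were computed and set beside the values the study printed. The FPKM rule and the correlation reported in the closing section were picked from these because they came closest.

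The scripts were tested on simulated data with known answers. Among 16734 simulated genes with a dispersion of 0.05, the fold rule recovered 187 of 200 genes changed 8-fold (93.5%) and called 0 unchanged genes. The changed genes were drawn from genes with a higher mean count than the filter requires. Recovery of genes with few counts was therefore not tested. In the same data edgeR found all 200 with 13 unchanged genes. The common dispersion that edgeR fitted to the real libraries was higher, at 0.106, so these rates may not carry over to them. In simulated lists of 20 genes, 8 of 200 unshifted lists fell under the 5th percentile, as did 199 of 200 lists shifted by -1. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The GH and RAC1 pathways and enrichment across annotation terms were not analysed here. Some members of the receptor and marker lists are not reported here.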

Results

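Gene expression was measured by RNA sequencing in DPCs and DSCs at passage 3 and at passage 9, with 1 library in each of the 4 groups. The total count was 35340038 for low-passage DPCs, 34981284 for high-passage DPCs, 38780425 for low-passage DSCs and 47604059 for high-passage DSCs. A count was present for 22230, 23169, 22343 and 23548 genes in the same order. The 10 most abundant genes took between 8.3% and 11% of the counts of a library. There were no replicates, so no difference between groups below has a replicate check. The passage 3 and passage 9 cells also cannot be separated from any difference in when their libraries were made, since the labels give no batch.

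The first question was how similar the expression profiles of the groups were. Across 16734 tested genes, Spearman's rho was 0.971 for DPCs against DSCs at low passage. It was 0.969 between low-passage and high-passage DSCs and 0.929 between low-passage and high-passage DPCs. The high-passage libraries correlated at 0.952. The lowest value, 0.925, was between high-passage DPCs and low-passage DSCs. Genes are not independent replicates, so these values carry no test. Pearson's r on untransformed FPKM moved the DPC value most, to 0.864. In average-linkage clustering, high-passage DSCs joined the low-passage pair before high-passage DPCs did. This order was found in 11 of 16 combinations of setting and linkage, and complete linkage under the main setting joined the high-passage libraries with each other instead.

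**Figure D1:**
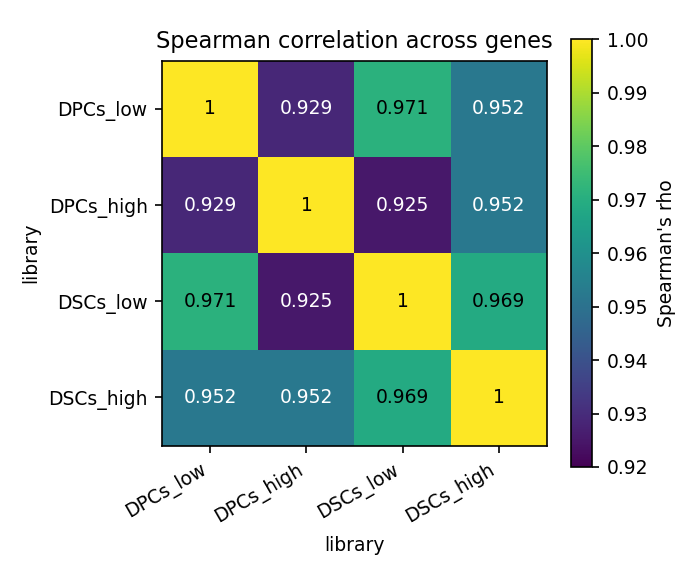
Spearman's rho across genes for each pair of libraries, with the library on each axis and the colour scale starting at 0.92. The low-passage pair reached 0.971 and the DSC pair 0.969, while pairs with high-passage DPCs lie between 0.925 and 0.952.

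The next comparison asked which genes changed between passage 3 and passage 9. In DPCs, 933 genes were at least 4-fold higher and 730 at least 4-fold lower at high passage. In DSCs, 446 were higher and 194 lower. In both cell types together, 213 genes were higher and 85 lower, against 24.9 and 8.5 expected if the calls fell independently. Of the genes called in both, 71.5% were higher. A further 36 genes changed 4-fold in opposite directions, against 30.3 expected. Across genes, the changes in DPCs and DSCs correlated at a Pearson r of 0.47 and a Spearman rho of 0.52. These counts depended on the rule. With a minimum mean count of 100, 94 genes were higher and 29 lower in both, and over 20 rules on the deposited FPKM the range was 19 to 1065 higher and 4 to 483 lower. Of the 213 higher genes, 95 were at or under 3 counts in at least 1 low-passage library. For the 85 lower genes, 45 were at or under 3 counts in at least 1 high-passage library. Protein-coding genes made up 178 of the higher and 73 of the lower genes.

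**Figure D2:**
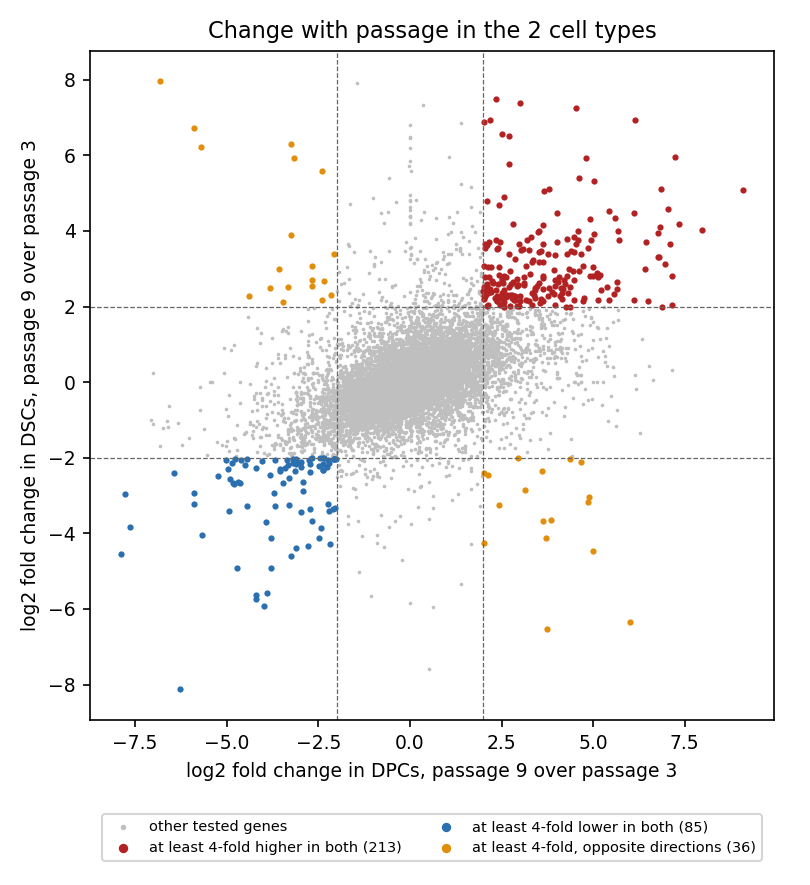
Log2 fold change of passage 9 over passage 3 in DPCs (horizontal) and DSCs (vertical) for each of 16734 genes, with dashed lines at the 4-fold threshold. The coloured points are the 213 genes higher in both, the 85 lower in both and the 36 changed in opposite directions.

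The additive model asked whether passage had an effect common to both cell types beyond the difference between their responses. edgeR's quasi-likelihood test called 0 genes at an adjusted p under 0.05, with a smallest adjusted p of 0.1. At an unadjusted p under 0.05 there were 2822 genes, 1518 higher and 1304 lower, against 837 expected by chance. For cell type the same fit called 0 genes, with a smallest adjusted p of 0.0683 and 1381 genes at an unadjusted p under 0.05. The DESeq2 Wald test with the same terms called 955 genes for passage and 496 for cell type. The common dispersion in edgeR was 0.106.

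To give a scale for the passage effect, DPCs were compared with DSCs within each passage. At passage 3, 255 genes were at least 4-fold higher in DPCs and 464 in DSCs. At passage 9 these numbers were 419 and 655. The same direction at both passages was found for 252 genes, against 24.5 expected if the calls fell independently. Without a filter, the numbers of both directions together rose to 1319 at passage 3 and 1805 at passage 9.

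The study named 10 genes as changed with passage, picked from these libraries, so their values here are not independent evidence. Of these, 4 passed the 4-fold rule in both cell types on the counts. Sfrp1 (ENSMUSG00000031548, chromosome 8, 23411502 to 23449632), a Wnt inhibitor, rose by 6.76 (95% interval 6.65 to 6.87) in DPCs and by 3.95 (3.80 to 4.12) in DSCs. Ranbp3l (ENSMUSG00000048424, chromosome 15, 8968426 to 9066551) rose by 5.03 (4.49 to 5.97) and 5.33 (4.79 to 6.27). Mmp3 (ENSMUSG00000043613, chromosome 9, 7445822 to 7455975) rose by 5.44 (5.22 to 5.70) and 4.52 (4.20 to 4.95). Crmp1 (ENSMUSG00000029121, chromosome 5, 37241940 to 37292133) rose by 2.52 (2.25 to 2.84) and 2.22 (1.93 to 2.57). Positions are on GRCm38. The remaining genes kept the direction given by the study in both cell types and missed the threshold in at least 1 of them.

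Among these, Axin2 (ENSMUSG00000000142, chromosome 11, 108920349 to 108950783) rose by 5.26 in DPCs, from 4 to 218 counts, and by 0.82 (0.25 to 1.49) in DSCs. Its interval in DSCs included 0 once counts were halved. In DSCs the deposited FPKM gave Axin2 a change of 1.71 with a pseudocount of 0.1, under the threshold, and 2.18 without a pseudocount, a rule added after seeing the data. Dach1 (ENSMUSG00000055639, chromosome 14, 97786853 to 98169765) rose by 1.97 in DPCs and 3.41 in DSCs. Nfatc2 (ENSMUSG00000027544, chromosome 2, 168476410 to 168601657) changed by -2.94 in DPCs and -1.85 in DSCs. Cdh3 (ENSMUSG00000061048, chromosome 8, 106510891 to 106557297), with 37 counts in each low-passage library, changed by -2.10 and -1.71. L1cam (ENSMUSG00000031391, chromosome X, 73853778 to 73896105), which overlaps another gene on the same strand, changed by -1.88 and -2.47. Jag1 (ENSMUSG00000027276, chromosome 2, 137081456 to 137116644) changed by -3.98 (-4.22 to -3.78) and -1.88 (-2.05 to -1.72).

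By the fixed rule, the 5 genes with the largest rise in both cell types were Stra6, Dmrtc1a, Entpd3, Tac1 and Ranbp3l. Stra6 (ENSMUSG00000032327, chromosome 9, 58063788 to 58153996) had 0 counts in both low-passage libraries, 128 in high-passage DPCs and 281 in high-passage DSCs, at least 43.8-fold and 77.9-fold higher. Dmrtc1a (ENSMUSG00000031323, chromosome X, 102903216 to 102908687) went from 0 to 272 counts in DPCs and from 0 to 142 in DSCs, at least 93.0-fold and 39.4-fold higher. Entpd3 (ENSMUSG00000041608, chromosome 9, 120539818 to 120568327) rose by 6.85 in DPCs, from 10 to 1335 counts, and was at least 21.6-fold higher in DSCs, from 0 to 78 counts. Tac1 (ENSMUSG00000061762, chromosome 6, 7554879 to 7565834) went from 0 to 993 counts in DPCs and from 0 to 76 in DSCs, at least 339-fold and 21.1-fold higher.

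The 5 largest falls in both cell types were those of Ngfr, Evi2b, Fbn2, Col15a1 and Cdh19. Ngfr (ENSMUSG00000000120, chromosome 11, 95568818 to 95587735) went from 144 to 0 counts in DPCs and from 544 to 0 in DSCs, at least 46.8-fold and 218-fold lower. Evi2b (ENSMUSG00000093938, chromosome 11, 79515056 to 79523762), which overlaps another gene on the same strand, went from 48 to 0 and from 57 to 0 counts, at least 15.6-fold and 22.8-fold lower. Fbn2 (ENSMUSG00000024598, chromosome 18, 58008623 to 58209926) changed by -7.87 (-9.52 to -7.16) in DPCs and -4.54 (-5.04 to -4.20) in DSCs. Col15a1 (ENSMUSG00000028339, chromosome 4, 47208161 to 47313167) went from 33 to 0 and from 101 to 0 counts, at least 10.7-fold and 40.5-fold lower. Cdh19 (ENSMUSG00000047216, chromosome 1, 110888326 to 110977584) went from 33 to 0 and from 95 to 0 counts, at least 10.7-fold and 38.1-fold lower.

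Fixed gene lists were used to ask how the pathways examined by the study moved. The G2/M list of 54 genes had a median change of -2.23 in DPCs and -1.16 in DSCs, and the S phase list of 43 genes had -1.45 and -0.88. For both lists, 0 of 10000 random lists lay as low in either cell type. The FOXM1 and PLK1 list had medians of -2.89 in DPCs and -1.34 in DSCs, again with 0 random lists as low, and several of its genes are also in the G2/M list. Origin licensing genes, which include the MCM genes, had -1.20 and -0.84, with 1 and 0 random lists as low. Myc targets had -0.84 and -0.39, with 0 and 1 random lists as low. Translation initiation genes had -0.44 and -0.28, with 35 and 1 random lists as low. After a correction for length and GC content, the G2/M median in DSCs was -1.27.

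The Wnt components had medians of 0.27 in DPCs and 0.22 in DSCs, at percentiles 88.83 and 96.9 of the random lists. Wnt targets and inhibitors had 0.60 and 0.51, at percentiles 95.78 and 99.26. Because targets and inhibitors were pooled, this median does not say whether Wnt signalling rose or fell. Lef1 is in both Wnt lists. The ossification list had 0.28 and 0.31, at percentiles 73.63 and 90.59. The senescence list had -0.44 in DPCs and 0.12 in DSCs, at percentiles 5.73 and 82.23. It was not split into genes that rise and genes that fall in senescent cells. The sign of its median therefore does not say whether senescence rose or fell. Its member Hmgb2, which changed by -2.51 in DPCs and -1.11 in DSCs, is also in the G2/M list. The secreted factors of senescence had -0.16 and 0.67, at percentiles 28.21 and 99.99. With genes of a mean count of at least 100, the values in DPCs were 0.79 for Wnt components, 0.26 for Wnt targets and inhibitors, 0.03 for ossification, -0.41 for senescence and 0.03 for the secreted factors. The signs of all these medians held under total counts, DESeq2 size factors and upper-quartile scaling.

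**Figure D3:**
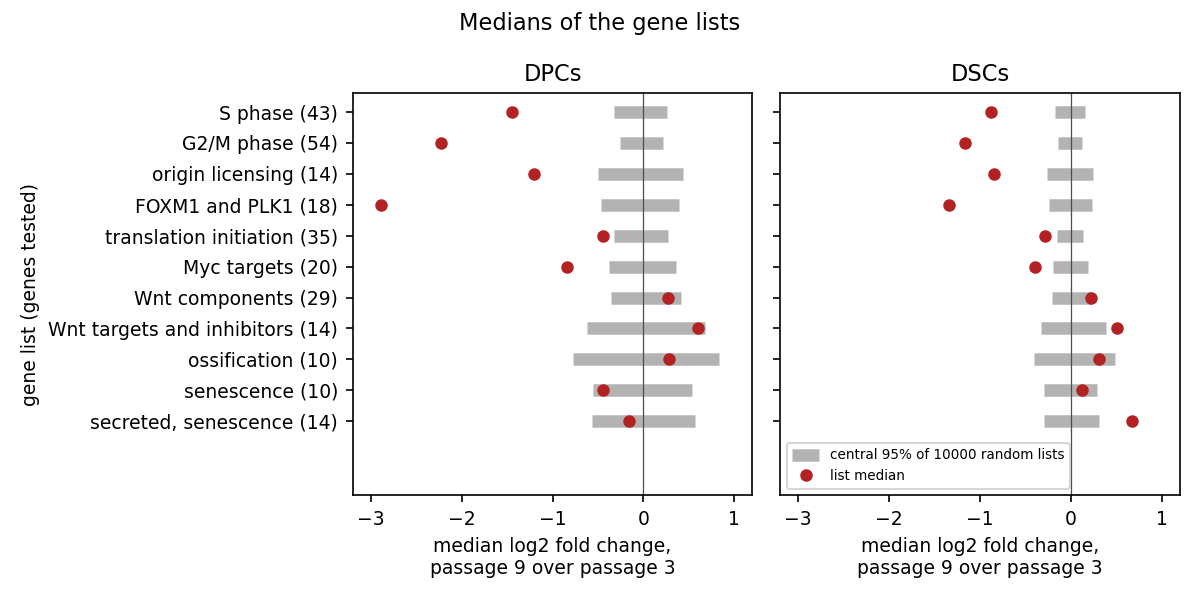
Median log2 fold change of passage 9 over passage 3 for each gene list (red points) in DPCs and DSCs, with the central 95% of 10000 random lists matched on expression (grey bars) and the number of tested genes in brackets. The S phase, G2/M, origin licensing and FOXM1 and PLK1 lists lie left of the grey bars in both panels, with medians from -2.89 to -0.84.

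The study followed chemokine receptors by RT-qPCR as candidate mediators of homing, so their counts were examined in each library. For CXCR5 it also reported immunostaining, knockdown, and reduced homing after knockdown or after neutralization of the chemokine that binds it. The counts do not test that other evidence. Cxcr1, Cxcr2, Cxcr5, Ccr4 and Ccr8 had 0 counts in all 4 libraries, which allows at most 0.0837 CPM. Ccr3 and Ccr6 had 2 counts in high-passage DSCs and 0 elsewhere, and Ccr2 and Ccr7 had 2 counts in low-passage DPCs and 0 elsewhere. Cxcr3 had 2 counts in high-passage DPCs, 6 in high-passage DSCs and 0 at low passage. A change with passage was not detectable at this depth for these receptors. Ccr1 had 13 and 24 counts in low-passage and high-passage DPCs, an interval that includes 0, and 0 and 9 in DSCs. Ackr4 (ENSMUSG00000079355, chromosome 9, 104084157 to 104126933), which was taken as the receptor the study calls CCR11, rose by 1.78 (1.33 to 2.32) in DPCs and by 1.04 (0.80 to 1.30) in DSCs. Cxcr6 (ENSMUSG00000048521, chromosome 9, 123806475 to 123811760) changed by 1.89 (1.05 to 3.23) in DPCs and -1.23 (-2.57 to -0.31) in DSCs, on 10, 41, 24 and 11 counts.

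**Figure D4:**
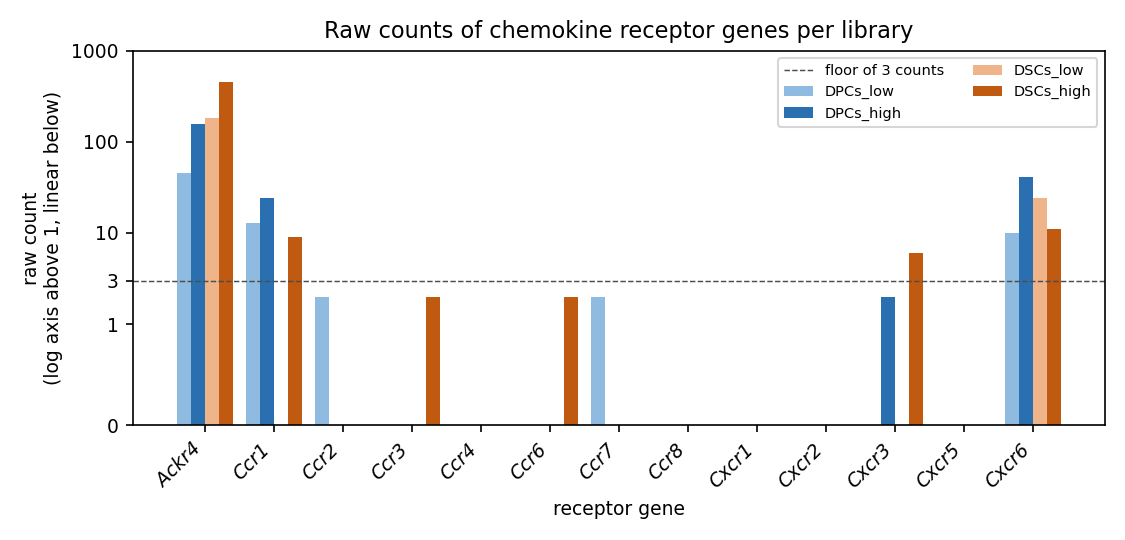
Raw counts of chemokine receptor genes in each of the 4 libraries, on an axis that is logarithmic above 1, with a dashed line at the floor of 3 counts. Ackr4, with 46 to 459 counts, is the one receptor with more than 41 counts in a library.

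Markers that the study stained for were read out in the same way. Lef1 (ENSMUSG00000027985, chromosome 3, 131110471 to 131224356) went from 508 to 2 counts in DPCs, at least 165-fold lower, and changed by -1.11 (-1.64 to -0.65) in DSCs. Acta2 changed by -1.93 in DPCs and -0.40 in DSCs, and Cd44 by -1.20 and -0.19. Sox2 changed by -0.13 in DPCs and -0.85 in DSCs, and Itgb1 by 0.17 and 0.45. Ncam1 changed by -1.09 in DPCs and 0.14 in DSCs, Thy1 by -1.48 and 0.23, and Ly6a by -1.83 and 0.40. Ptprc, an immune marker, changed by -1.56 and -2.80 on at most 116 counts. Alpl had between 6 and 23 counts in a library and Lepr between 0 and 18.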

Values the study reported

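The study gave a Spearman correlation of 0.97 for the DPC and DSC samples at low passage, and values from 0.86 to 0.95 between passages. It counted 363 genes that changed at least 4-fold at high passage, with 230 higher and 133 lower.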

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

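The explanations weighed in this part were chosen after the results were seen. Some alternatives they draw on were fixed before, namely other scalings, prior counts, FPKM with a pseudocount and the higher minimum count. For markers these alternatives were added later. None of the differences between DPCs and DSCs below was itself tested, since each group had 1 library.

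Genes that moved 4-fold in opposite directions in DPCs and DSCs numbered 36, of which 17 rose in DPCs and 19 fell. Counting noise alone is argued against as the source of the whole set, because 1000 simulated sets of counts in which no gene truly moved in opposite directions gave 9 such genes at most. It is not excluded for each gene, since 21 of the 36 were at or under 3 counts in some library. The number was close to the 30.3 that would arise if the calls of DPCs and DSCs fell independently. The calls did not fall independently, since 213 genes were higher in both against 24.9 expected. The comparison with 30.3 therefore cannot decide whether the set holds a coordinated response. Reads assigned among overlapping genes could not account for the 19 members that overlap no other gene on either strand. Among the annotated members 45.7% did overlap on some strand, against 37% of all tested genes, and 20% on the same strand, against 9.1%. Whether counting used strand is not stated. For these members the assignment of reads and a change of expression cannot be told apart because the reads themselves were not used here. Nor can the cell types be told apart from the cultures, with 1 culture sequenced per group. A biological difference between DPCs and DSCs remains untested.

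The 3 genes with the largest opposite changes illustrate this. Gm45736 (chromosome 19, 8735841 to 8741223; absent from GENCODE M21) had 670, 4, 0 and 579 counts in low-passage DPCs, high-passage DPCs, low-passage DSCs and high-passage DSCs, and its changes differed by -14.77. Gm6977 (chromosome X, 90744546 to 90745062), a processed pseudogene that shares 12.5% of its 50-base windows with other genes, had 109, 0, 0 and 242 counts, a difference of -12.59. The gene listed as SETD1A (ENSMUSG00000108815, chromosome 7, 127785608 to 127803802) had 4, 367, 632 and 7 counts, a difference of 12.36. All of its exonic bases also belong to other genes on that strand, and Setd1a on the same strand had 3160, 5945, 3764 and 4820 counts. The differences of Gm45736 and Gm6977 include fitted values for libraries at 0 counts. With a prior count of 10, the changes in DPCs and DSCs were -5.65 and 5.66 for Gm45736, -3.65 and 4.44 for Gm6977, and 4.84 and -5.37 for SETD1A. With the deposited FPKM they were -6.18 and 6.35, -5.76 and 6.48, and 2.96 and -3.21.

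Among the receptors and markers that the study examined, Cxcr6, Ncam1, Ly6a and Thy1 had changes of opposite signs in DPCs and DSCs. Their counting intervals lay on opposite sides of 0, and the differences were 3.12, -1.23, -2.23 and -1.71. Alpl also had opposite signs, with 0.30 in DPCs and -1.85 in DSCs, but its interval in DPCs includes 0. The change closest to 0, that of Ncam1 in DSCs, was 0.11 to 0.15 under the other scalings and 0.08 with the deposited FPKM. These scalings differ too little from each other to exclude the scaling of the libraries as the source of a sign this close to 0. The single culture per group (1 culture) and the cell type cannot be told apart. Cxcr6 rests on at most 41 counts, and its interval in DSCs included 0 once counts were halved.

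The senescence list had medians that differed by -0.56 between DPCs and DSCs. Its interval over resampled genes, -1.95 to 0.09, includes 0. The signs also held under the other scalings, prior counts and FPKM. After correction for length and GC content the difference was -0.38 (-2.13 to 0.11), which is too wide to exclude such a trend. All 10 genes had a mean raw count of at least 100, so that minimum left out none of them. No biological explanation was tested, and the list was not split into genes that rise and genes that fall in senescent cells. The secreted list differed by -0.83 (-1.76 to 0.34). Its median in DPCs was 0.03 among genes with a mean raw count of at least 100. That value and the -0.16 of all its tested genes lie within the interval of the DPC median over resampled genes (-1.01 to 0.86), so an effect of a few genes with low counts stays open.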

How the results depend on the processing

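Alternatives with untransformed FPKM above 0, Pearson's r on FPKM and the length and GC correction were chosen after seeing the data, as were the alternatives for markers. Scaling by total counts, DESeq2 size factors or the upper quartile kept every count of 4-fold genes within 1.5 times its main value, and shifted the median change of all genes by less than 0.1. Under these scalings at least 204 of the 213 higher genes and 84 of the 85 lower genes were the same genes.

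Without a filter, 1544 genes were higher in DPCs, 831 were higher and 423 lower in DSCs, and 70 moved in opposite directions. The cell types then differed by 1319 genes at low passage and 1805 at high passage. With a mean raw count of at least 100, which tested fewer genes, the counts were 390 higher and 368 lower in DPCs, 151 and 59 in DSCs, 94 and 29 in both, and 9 in opposite directions, with 301 and 458 genes between cell types. With a prior count of 10, they were 474 lower in DPCs, 235 higher and 104 lower in DSCs, 97 and 31 in both, 13 in opposite directions, and 400 and 712 between cell types. A prior count of 0.5 gave 55 in opposite directions. A larger prior count shrinks genes with few counts by construction. FPKM with a pseudocount of 0.1 gave 254 higher and 96 lower in DSCs, 98 and 32 in both, 15 in opposite directions and 392 between cell types at low passage.

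Taking FPKM above 0 in all 4 libraries with no pseudocount gave 229 higher and 132 lower genes in both cell types, 486 lower in DSCs, 77 in opposite directions and 1158 between cell types at low passage. Of these, 119 higher and 42 lower genes were shared with the main calls, and 101 lay below the main filter. All 10 genes named by the study passed under it, against 4 on the counts. This rule was picked from 20 FPKM rules because its counts came closest to those quoted above. Those 20 gave between 19 and 1065 higher genes and between 4 and 483 lower genes, and 24 rules that pooled the cell types gave 70 to 1334 and 34 to 866. The number of changed genes thus depends on the rule, and a match found in this way is no independent evidence for the rule.

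The correlations for the low-passage pair, the high-passage pair, DPCs and DSCs were 0.948, 0.935, 0.923 and 0.945 without a filter. They were 0.955, 0.926, 0.884 and 0.953 with a mean raw count of at least 100, 0.968, 0.947, 0.92 and 0.966 for protein-coding genes, and 0.969, 0.946, 0.92 and 0.966 with FPKM. With all annotated genes they were 0.93, 0.921, 0.915 and 0.927. Pearson's r on FPKM gave 0.973, 0.945, 0.864 and 0.953, and was picked as the closest to the quoted values from 6 kinds of correlation, across which the low-passage pair ranged from 0.927 to 0.987 and DPCs from 0.864 to 0.967. The cause of these shifts was not tested.

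For the additive model, the DESeq2 Wald test called 955 genes for passage and 496 for cell type, where edgeR called 0. For cell type, edgeR called 5 genes with DESeq2 size factors and 13 with a mean raw count of at least 100. The cause was not tested. Length and GC correction moved the G2/M median in DSCs to -1.27 and that of translation initiation in DSCs to -0.36. The secreted list in DPCs reversed to 0.03 with a mean raw count of at least 100, by leaving out genes with few counts. Of 176 list medians under an alternative, 174 stayed within their bootstrap interval.

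Of 440 values for single genes under an alternative, 371 stayed within the counting interval and 0 reversed. Of the 69 outside it, 38 came from FPKM, 25 from a prior count and 6 from another scaling. Depth limits the receptors, of which 5 had no count, and the genes at or under 3 counts, for which only bounds can be given. No paired analysis was possible for replicate cultures because each group had 1 library. The additive model instead pairs the passages within each cell type.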

Other observations

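All tests in this part were chosen after the results were seen. The study and this text used different rules for a changed gene, and 85 genes were lower in both cell types here. That is lower than the value quoted from the study above.

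The cell cycle lists fell in both cell types. A trend with transcript length or GC content is argued against, because the G2/M median in DSCs was -1.27 after correction for both, below all of 10000 random lists. Scaling is argued against as well, since the G2/M median in DSCs lay -1.16 from that of all genes. Slower division at passage 9 is a hypothesis that fits these values, but density or feeding of the 1 culture per group at harvest could give the same fall and cannot be told apart from it.

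More genes changed 4-fold in DPCs than in DSCs, by a ratio of 2.6. The ratio was again 2.6 after length and GC correction and 3.61 among genes with a mean raw count of at least 100, so neither that trend nor counting noise is a likely source. With 1 culture per group, the cultures and the cell types cannot be told apart.

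Several receptors that the study followed by RT-qPCR had no reads. They include Cxcr5, for which the study also gave protein staining and homing experiments that RNA counts do not test. Of the 5 receptors without a count, 4 overlap no other gene on either strand, which argues against reads set aside because another gene overlaps. For the other 1, Cxcr5, this stays open, since it overlaps a gene on the other strand and whether counting used strand is not stated. At least 95.9% of the 50-base windows of the 5 occurred in no other gene, which argues against reads set aside for shared sequence. Transcripts could still be present below the depth of the libraries, since 3 counts correspond to up to 0.0837 CPM, or double that if both mates were counted. Ackr4 rose in both cell types. The study described a fall for CCR11, and whether its primers amplified Ackr4 was not checked here.

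Some genes fell to 0 counts at passage 9 in both cell types, and marker lists were used to weigh other cells as their source. Of the immune markers, all 7 tested were lower in both cell types, with list medians of -1.56 in DPCs and -1.58 in DSCs. The most abundant of them, Lyz2, changed by -0.75 and -0.74 from 3396 counts in low-passage DPCs. Immune cells carried over from the follicle and diluted with passage are a hypothesis for the falls, although other cells of the follicle may express Lyz2. The falls differed in size between markers, from -0.75 to -2.57 in DPCs and from -0.69 to -2.80 in DSCs. Dilution of a single population would give falls of like size, so dilution cannot be told apart from a change within the cells. The Schwann list had medians of -2.77 and -1.83 (-2.34 in DPCs with genes at the floor set to their bound). All 6 of its tested genes were lower in DSCs, while in DPCs 4 were lower and 2 higher. Those lower in both include Sox10, which went from 28 and 116 counts to 0. Mbp changed by 0.10 in DPCs and -0.03 in DSCs. Glial or neural crest-like cells may have been present at passage 3, as a hypothesis. With 4 of 6 markers lower in both, it cannot be told apart from a change in the cultured cells themselves. The markers did not move together in DPCs and fell by unlike amounts in DSCs. Ngfr and Cdh19, named above for their falls, would be among the genes in question, and Sox10 is also in the melanocyte list. The endothelial list had medians of -3.25 and -3.18 (-2.38 in DPCs with genes at their bound), over 5 tested genes. The DPC median is uncertain, with an interval over resampled genes of -5.01 to 4.87, because Vwf, picked after its values were seen, rose by 4.87 in DPCs, from 5 to 194 counts, while it changed by -3.18 in DSCs. Endothelial cells are an unlikely source of Ptprb in DPCs, given 4.52 Pecam1 counts per 1000 Ptprb counts.

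Other lists gave these values. The fibroblast list, whose genes DPCs and DSCs express themselves, had medians of -1.25 in DPCs and -0.19 in DSCs. Keratinocyte markers had -0.52 and 0.01 over 4 tested genes, and melanocyte markers 1.04 and 0.06 over 3. Skeletal muscle markers summed to 1521, 42, 1870 and 1162 counts in low-passage DPCs, high-passage DPCs, low-passage DSCs and high-passage DSCs, most of them from Acta1. The Y-linked genes had 0.16 and 0.44, on summed counts of 6823, 6355, 6140 and 9519. Xist had 1, 12, 0 and 2 counts.

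The mitochondrial gene mt-Atp6 rose by 2.79 in DPCs and 2.23 in DSCs, against medians of 0.85 and 0.23 for the other 12 mitochondrial mRNAs. A rise of the transcript that carries mt-Atp8 and mt-Atp6 is argued against in DSCs, because mt-Atp8 changed by 0.27 there. For DPCs the value of mt-Atp8 is not given here, and the largest rise among the other 12 mRNAs was 1.5. Of the 50-base windows of mt-Atp6, 99.5% occur in other genes. Division of reads with the nuclear copy Gm10925, each counted once, is argued against as the whole cause in DSCs, because the summed reads of both rose by 0.95 there, above the 0.43 that the other mRNAs reached. In DPCs the sum rose by 1.52, close to the largest rise among the other mRNAs, so division of reads stays open there. Gm10925 alone changed by 0.89 and 0.32, within the range of the other mRNAs. The share of their joint reads at mt-Atp6 was 20.1% in low-passage DPCs and 20% in low-passage DSCs, and 48.2% and 48.4% at high passage. For comparison, mt-Co2 kept 50.2% or 50.1% of the reads it shares with its copy Gm28661. A share alike within a passage might mean that passage 3 and passage 9 libraries were prepared or processed differently, which cannot be told apart from passage here. Rnasek, picked after its values were seen, rose from 245 to 2072 counts in DPCs and from 257 to 2130 in DSCs while the overlapping Gm21988 changed by -0.03 and -0.04.

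Genes whose exons lie over 95% within those of another gene on the same strand changed more often. Among protein-coding genes with a mean raw count of at least 100, 8 of 30 such genes (26.7%) changed 4-fold in DPCs, against 6.0% of genes without overlap. In DSCs these shares were 16.7% and 1.6%. With overlap of up to 50% and of over 50 to 95%, the shares were 6.1% and 4.0% in DPCs, and 2.0% and 4.0% in DSCs. Below 95% the share thus did not rise with overlap in DPCs, while in DSCs it did. Assignment of shared reads to either gene in different proportions in each library is a candidate explanation, and changes of such genes need the reads to settle. In the protocadherin gamma cluster, 10 of 22 tested genes had changes of opposite sign in DPCs and DSCs, while the cluster's summed counts rose by 1.04 and 0.40. Reads of exons shared by the cluster could produce this, and cannot be told apart from a switch between members.

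Ribosomal protein genes had a median of -1.18 in DPCs and -0.27 in DSCs. Length and GC content are argued against as the whole cause, since the DPC median was -0.96 after correction. Among genes with a mean raw count of at least 100, short genes fell more in DPCs. The median was -0.39 in the shortest of 5 equal groups of these genes by length.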
